# PP2A Deficiency Enhances Carcinogenesis of Lgr5^+^ Intestinal Stem Cells Both in Organoids and In Vivo

**DOI:** 10.3390/cells9010090

**Published:** 2019-12-30

**Authors:** Yu-Ting Yen, May Chien, Yung-Chih Lai, Dao-Peng Chen, Cheng-Ming Chuong, Mien-Chie Hung, Shih-Chieh Hung

**Keywords:** carcinogen, protein phosphatase 2A (PP2A), intestinal tumor, intestinal organoid, Lgr5^+^ crypt stem cell

## Abstract

In most cancers, cellular origin and the contribution of intrinsic and extrinsic factors toward transformation remain elusive. Cell specific carcinogenesis models are currently unavailable. To investigate cellular origin in carcinogenesis, we developed a tumorigenesis model based on a combination of carcinogenesis and genetically engineered mouse models. We show in organoids that treatment of any of three carcinogens, DMBA, MNU, or PhIP, with protein phosphatase 2A (PP2A) knockout induced tumorigenesis in Lgr5^+^ intestinal lineage, but not in differentiated cells. These transformed cells increased in stem cell signature, were upregulated in EMT markers, and acquired tumorigenecity. A mechanistic approach demonstrated that tumorigenesis was dependent on Wnt, PI3K, and RAS-MAPK activation. In vivo combination with carcinogen and PP2A depletion also led to tumor formation. Using whole-exome sequencing, we demonstrate that these intestinal tumors display mutation landscape and core driver pathways resembling human intestinal tumor in The Cancer Genome Atlas (TCGA). These data provide a basis for understanding the interplay between extrinsic carcinogen and intrinsic genetic modification and suggest that PP2A functions as a tumor suppressor in intestine carcinogenesis.

## 1. Introduction

The cells of origin in most cancers have remained unknown. Chemical carcinogenesis mouse models recapitulating most of human cancers that are induced by exposure to environmental carcinogens [1], however, is difficult to be achieved in a cell-specific manner. Therefore, the current strategies to investigate the cellular origins of cancers are using genetically engineered mouse models (GEMMs), with either transgenic or conditionally targeted gene technologies to induce tumor in different cellular contexts [2]. Moreover, both models take a long time to develop cancer, limiting progress in the cancer research field.

The most applied animal model for studying intestinal tumorigenesis is based on activating mutations in the Wnt pathway, which relies on adenomatous polyposis coli (Apc) depletion [3] and beta-catenin (CTNNB1) activation [4], leading to beta-catenin stabilization and constitutive transcription of its down-stream genes. Recent progress in the understanding of the cell of origin of intestinal tumor was made using this model, although several inconsistencies were observed. After in vivo Apc depletion in leucine-rich-repeat containing G-protein-coupled receptor 5 (Lgr5)^+^ crypt stem cells, tumor formation occurred within 3–5 weeks [3]. However, Apc depletion or being combined with Kras^G12D^ mutation in progenitor and differentiated cells did not induce tumor formation [5,6]. However, tumor-initiating mutations can occur in Lgr5^+^ crypt stem cells and in differentiated Lgr5^−^ cells [4], indicating that the two hypotheses are not mutually exclusive. Ablation of Lgr5^+^ cells in orthotopically transplanted tumors, generated by genetic modification in differentiated villus cells, suppressed tumor growth [7]. Interestingly, Lgr5^+^ cells reappeared and tumors recurred when ablation was terminated 4 days later. The generation of Lgr5^+^ cells from Lgr5^−^ cells after Lgr5^+^ ablation was also observed in the xenograft mouse model of human colon cancer stem cells (CSCs) [8]. However, the specific mechanism of Lgr5^+^ cell generation from remaining Lgr5^−^ cells remains unclear.

Aberrant activation of signal transduction pathway, a dynamic process involving an ‘on/off’ switch, can transform a normal cell to be malignant or further render cancer cells with the capacities for therapy resistance. Activating mutations in genes encoding kinases or signaling molecules, such as RAS and PI3K, switch on the signaling, continuously activating a survival and/or proliferation pathway, while activations of phosphatases, such as the serine/threonine phosphatase PP2A family, switch off the signaling [9]. Previous efforts through high-throughput screens of tyrosine kinome and tyrosine phosphatome have identified several driver or passenger mutations in a spectrum of malignancies, including intestinal tumor [10,11,12]. However, there are few if any studies focusing on the altered signalings driven by serine/threonine kinase mutations [13]. Human intestinal tumors contain active mutations in genes encoding proteins involved in the WNT, MAPK, TGF-beta, and PI3K pathways [14]. Ingenuity pathway analysis (IPA) of TCGA-COAD revealed PP2A complex and its subunits, such as PPP2R1A and PPP2CA, are intercalated among several driver mutation pathways (Figure S1A–C). Moreover, endogenous PP2A inhibitors, SET and CIP2A [15], are highly expressed in intestinal tumors in comparison to their matched normal tissue samples (Figure S1D). We showed that PP2A was suppressed in intestinal tumor stem cells (CSCs), thereby activating its substrate kinases to enhance survival under hypoxia and serum depletion [16], thereby increasing resistance to anti-angiogenesis therapy [17]. Our recent studies also demonstrated that reduced PP2A activity in colorectal and lung CSCs enhances suspension survival and induces tumor initiation [18], revealing the tumor suppressive role of PP2A [19]. Although higher numbers of Apc, p53, Kras^G12D^, and Smad4 driver mutations may be required for human colorectal tumorigenesis, there are some intestinal tumors carry only one or no alteration in these driver mutations [20]. For example, gene fusions involving R-spondin 1 occurring in 10% of intestinal tumor are mutually exclusive with active Wnt signaling caused by *APC* or *CTNNB1* mutations [20]. The emerging novel intestinal tumorigenesis animal models should allow for elucidating the molecular mechanisms of these cancers.

Given that cancer is the product of complex interactions between the genetic and environmental predisposition factors, the combined use of chemical carcinogens that switch on kinases and GEMM with phosphatase deficiency is a logical approach for examining the complex interplay between genetic susceptibility and environmental exposure [21]. To investigate the cell origin of intestinal tumor, we first combined treatment with carcinogen 7,12-dimethylbenzanthracene (DMBA) that has previously been known to induce rodent s in the presence of 1,2-dimethyl-hydrazine [22] and PP2A inhibition via okadaic acid (OA) treatment or genetic deficiency. DMBA not only activates multiple mutations in different codons of ras [23] but also induces activation in other pathways, such as Notch [24], providing a screening approach for identifying key kinases or molecules. Besides DMBA, we also investigated the effects of *N*-methyl-*N*-nitrosourea (MNU) and 2-amino-1-methyl-6-phenylimidazo-[4,5-b]pyridine (PhIP) on intestinal carcinogenesis. MNU is one of the direct alkylating agents, which does not require metabolic activation for initiating carcinogenesis [25]. PhIP has received considerable attention because it has multi-organ targets and it was developed upon broiling of fish and meat [26]. Moreover, we established primary intestinal organoid models that recapitulate the rodent intestinal tumorigenesis paradigm [27]. These rodent intestinal tumorigenesis models are useful in the development of new strategies for targeting rodent intestinal CSCs and treatment of intestinal tumor.

## 2. Materials and Methods

### 2.1. Mouse Colonies

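*Ppp2r1a* (ENSMUSG00000007564) encodes the scaffold subunit A alpha of PP2A. It lies on the plus strand of chromosome 17 of the mouse genome build GRCm38, from 20945311 to 20965916, and the transcript of GENCODE M21 used here has 15 exons. Exon 5 runs from 20956705 to 20956852 and is 148 bp long, and exon 6 runs from 20956957 to 20957112 and is 156 bp long. The RNA-seq counts of these organoids are sums over the exons of each gene, so reads of exons 5 and 6 cannot be separated from reads of the other exons.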

*Ppp2r1a^flox/flox^* mice, carrying conditional alleles with loxP sites flanking exon 5–6 of *Ppp2r1a*, were purchased from the Jackson Laboratory and crossed to *Lgr5-EGFP-CreERT2* or *Villin-Cre* mice to generate *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* or *Villin-Cre; Ppp2r1a ^flox/flox^* mice. NOD/SCID mice were purchased from Lasco Co., Ltd. (Taiwan). All animal studies and care of live animals were approved and performed following the guidelines made by the China Medical University Institutional Animal Care and Use Committee 2016-398-1; 2017-239.

### 2.2. Mouse Intestinal Organoid Cell Isolation, Culture, and Passage

Organoid culture was preformed according to a protocol modified from previously described methods [28]. In brief, the intestines were dissected, opened longitudinally and cut into small (2 mm) pieces. The tissues were rocked in dissociation reagent and incubated at room temperature (15–25 °C) for 15 min. The tissues were then mixed and filtered through a 70 μm sterile cell strainer. The crypts were collected by centrifugation at 140× *g* for 5 min at 4 °C. Approximately 500 crypts were suspended in 50 μL growth factor reduced phenol-free Matrigel (BD Biosciences, San Jose, CA, USA). Next, a 50 μL droplet of Matrigel/crypt mix was placed and polymerized in the center well of a 48-well plate. The basic culture medium (Dulbecco’s modified Eagle’s medium/F12 supplemented with penicillin/streptomycin), was supplemented with 50 ng/mL murine recombinant epidermal growth factor (EGF; Peprotech, Hamburg, Germany), Noggin (5% final volume) and R-spondin 1 (5% final volume) called ‘’ENR’’ medium. Medium change was performed every 3–4 days. Each condition was examined in triplicate with multiple (>15) organoids in each sample. Each experiment was repeated twice.

### 2.3. Dysplasia Index

Histologic changes were scored blindly on the levels of four histological characteristics as previously described [27]: nuclear grade (enlarged nuclei with diffuse membrane irregularities and prominent nucleoli); stratification; mitoses and invasion (>2 foci). The dysplasia index was evaluated by all microscopic fields containing viable organoids with 5 fields per sample (*n*).

### 2.4. Primary Organoid Transplantation

For transplantation, cells from passage 7; day 50 organoid cultures were collected. Dissociated cells were pelleted by centrifugation and resuspended with Matrigel (50% Matrigel (BD), in a total volume of 100 μL containing indicated cell numbers and injected s.c. into NOD-SCID mice.

### 2.5. Immunofluorescence and Immunohistochemistry

Freshly isolated intestines were prepared according to a protocol modified from previously described methods [27]. The intestines were then applied for immunostaining. For immunostaining, the organoid cells were rinsed three times in ice-cold PBS. The organoid cells were spun down at 900 rpm for 10 min at 4 °C. Sections were deparaffinized and stained with H&E for the initial histology analysis. The immunofluorescence was performed on paraffin-embedded sections (5 μm). The permeabilized organoid cell samples were incubated with primary antibodies overnight at 4 °C. The samples were incubated with anti-PPP2R1A (GTX102206; GeneTex, Hsinchu City, Taiwan), anti-CK20 (GTX110600 Genetex), anti-Lgr5 (GTX50839 Genetex), anti-SMA (Abcam, ab5694, Cambridge, MA, USA), anti-beta-catenin (BD Transduction Labs, San Jose, CA, USA; 610154); the secondary antibodies used were DyLight^®^ 650 Conjugated goat anti-rabbit (cat no. A120-101D5; Bethyl Laboratories Inc., Montgomery, TX, USA) and Goat anti-Rabbit IgG Antibody-FITC (Bethyl cat no. A120-101F) and DAPI (Molecular Probes) for 1 h at room temperature. The slides were mounted with SlowFade (SlowFade^®^ AntiFade Kit, Molecular Probes, Waltham, MA, USA) followed by covering with a coverslip, and the edges were sealed to prevent drying. The specimens were examined with a Zeiss 710 Laser Scanning confocal microscope (Zeiss, Oberkochen, Germany).

Intestinal tissue was fixed and processed into paraffin blocks according to standard procedures. beta-catenin immunohistochemistry was performed as previously described [3]. Immunohistochemistry protocol hold as following: freshly isolated intestines were flushed with 10% formalin in PBS and fixed by incubation in a 10-fold excess of formalin overnight at room temperature. The formalin was removed and the intestines washed twice in PBS at room temperature. The intestines were then transferred to a tissue cassette and dehydrated by serial immersion in 20-fold volumes of 70, 96 and 100% EtOH for 2 h each at 4 °C. Excess ethanol was removed by incubation in xylene for 1.5 h room temperature and the cassettes then immersed in liquid paraffin (56 °C) overnight. Paraffin blocks were prepared using standard methods and 4μm tissue sections generated. These sections were de-waxed by immersion in xylene (2 × 5 min) and hydrated by serial immersion in 100% EtOH (2 × 1 min), 96% EtOH (2 × 1 min), 70% EtOH (2 × 1 min) and distilled water (2 × 1 min). Endogenous peroxidase activity was blocked by immersing the slides in peroxidase blocking buffer (0.040 M citric acid, 0.121 M disodium hydrogen phosphate, 0.030 M sodium azide, 1.5% hydrogen peroxide) for 15 min at room temperature. For beta-catenin, antigen retrieval involved 20 min boiling in Tris-EDTA pH 9.0, and blocking buffer (1% BSA in PBS) added to the slides for 30 min at room temperature. For beta-catenin (BD Transduction Labs, 610154), staining involved 1/100 dilution in blocking buffer (0.05% BSA in PBS) for 2 h at room temperature. 

The slides were then rinsed in PBS and secondary antibody added (polymer HRP-labeled anti-mouse/rabbit, Envision) for 30 min at room temperature (Dako, Trappes, France). Slides were again washed in PBS and bound peroxidase detected by adding DAB substrate for 10 min at room temperature. Slides were then washed 2× in PBS and nuclei counterstained with Mayer’s hematoxylin for 2 min, followed by two rinses in distilled water. Sections were dehydrated by serial immersion for 1 min each in 50 and 60% EtOH, followed by 2 min each in 70, 96, and 100% EtOH and xylene. Slides were mounted in mounting medium and a coverslip placed over the tissue section.

For immunohistochemistry (IHC) analysis, nuclei expressing beta-catenin after IHC staining were counted under 200× magnification. The Histological score (H-score) was determined based on the intensity and percentage of nucleus staining at each intensity [29], and calculated as follows: H-score = (nucleus showing highly beta-catenin expression) × 3 + (nucleus showing beta-catenin expression) × 2 + (nucleus showing weak beta-catenin expression) × 1.

### 2.6. Viral Infection of Organoids

For in vitro deficiency of the *Ppp2r1a*, organoid cultures containing floxed *Ppp2r1a* alleles were infected with adenovirus-encoding Cre recombinase (Ad-Cre) (Vector Biolabs, Philadelphia, PA, USA) at a titer of 100 multiplicity of infection (MOI) [27]. 

### 2.7. Tamoxifen Induction

Mice aged 6–8 weeks were injected intraperitoneally with a single 200 μL dose of tamoxifen in sunflower oil at 10 mg/mL.

### 2.8. Organoid Disaggregation, FACS, and Immunoblotting

Organoid cultures were recovered and dissociated from collagen gel by collagenase IV incubation, followed by incubation with 0.05% trypsin and EDTA. After extensive washing with 10% FBS, cells were filtered with 40-μm cell strainers (BD Falcon) Pellets were resuspended with FACS staining solution (5% FCS in PBS). Stringent wash was applied using ice-cold PBS, followed by isolation of Lgr5^−^EGFP^+^ cells using an FACSAria II (BD) [30]. For immunoblotting, the organoid cells were lysed in lysis buffer (1% Triton X-100, 150 mmol/L NaCl, 10 mmol/L Tris pH 7.4, 1 mmol/L EDTA pH 8.0, protease inhibitor cocktail) and then sonicated. The protein concentration was then measured. Next, equal amounts of protein (20 μg/well) were separated by SDS-polyacrylamide gel electrophoresis, transferred to nitrocellulose, and immunoblotted with primary antibodies. The membranes were blocked with CISblock buffer purchased from Cis-biotechnology, Taiwan. The following antibodies were used: anti-phospho-AKT (Ser-473), anti-AKT; anti-phospho-ERK1/2 (Thr-202/Tyr-204), anti-ERK, and anti-PP2A from Cell Signaling; anti-Lgr5 and anti-alkaline phosphate intestinal (Alpi) (Genetex, epitope C-terminus), beta-catenin (BD Transduction Labs, 610154), anti-Villin (Santa Cruz, Dallas, TX, USA), and anti-beta-actin and GAPDH (Sigma-Aldrich, St. Louis, MO, USA). Following the primary antibody incubation, the nitrocellulose membranes were incubated with secondary antibodies and visualized by ECL.

### 2.9. Antibody Arrays of Mouse AKT Pathway Phosphorylation

The RayBio™ Mouse AKT Pathway Phosphorylation Array Kit (cat. no. AAH-AKT1-2) was purchased and preformed according to a protocol modified from RayBiotech Inc. (Norcross, GA, USA). Briefly, the array membranes were blocked with blocking buffer for 30 min at room temperature. The membranes were then incubated with 2 mL of lysate prepared from organoid cultures with different treatments after normalization with equal amounts of protein. After extensive washing with wash buffer I (3 washings of 5 min each), and wash buffer II (3 washings of 5 min each) to remove unbound materials, the membranes were incubated with the Detection Antibody Cocktail for 1.5 to 2 h at room temperature, followed by wash with wash buffer I and II. Then the membranes were incubated with HRP-Anti-Rabbit IgG for 2 h at room temperature. The unbound HRP antibody was washed out with wash buffer I and II. Finally, each array membrane was exposed to X-ray film using a chemiluminescence detection system (Perkin Elmer, Wellesley, MA, USA).

### 2.10. Transcriptome Analysis

RNA was extracted from organoid culture using an RNeasy Kit (Qiagen, Hilden, Germany). RNA integrity was assessed using the RNA Nano6000 assay kit (Agilent Technologies, Santa Clara, CA, USA). For RNA-seq, library preparation and sequencing were performed by Novogene Technology. The output data (FASTQ files) were mapped to the target genome (TopHat v2.0.12), which can generate a database of splice junctions based on the gene model annotation file. HTSeq v0.6.1 was used to count the reads numbers mapped to each gene. Then the FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression heatmap results and biological variability were analyzed by ClustVis free web server [31] and gene set enrichment analysis (GSEA) [32], respectively. Data were submitted and approved by Gene Expression Omnibus (GEO; accession number GSE120241).

### 2.11. Whole-Exome Sequencing, Alignment, and Annotation

Exome sequences were captured with SureSelect^XT^ Mouse All Exon Kit (G7550E-001, Agilent, CA, USA) following the standard protocols. The products of exome capture should pass criteria: the length of fragments: 300 ± 30 bp and total amount: >600 ng. After exome capturing, the index-tagged samples were pooled and sequenced on Illumina HiSeq 2000. Burrows-Wheeler Alignment (v0.7.12) was employed to align reads to the reference genome (mm10) with default parameters. Aligned reads were sorted by picard-tools (v1.8). The duplicated reads were marked by picard-tools. Indel Realignment were performed with GenomeAnalysisTK (v3.5) using mm10 dbsnp database as known sites. Base quality score recalibration was also performed with GenomeAnalysisTK (v3.5) using mm10 dbsnp database. SNPs and indels were called by GenomeAnalysisTK HaplotypeCaller (v3.5), which used default parameters. Whole exome sequencing raw data was submitted to SRA database (SRA; http://trace.ncbi.nlm.nih.gov/Traces/sra/, accession number SRP162613) 

### 2.12. Statistics

The *p*-values were determined using two-tailed Student’s *t*-test (t groups) and One-way ANOVA (>2 groups). A *p*-value less than 0.05 was considered significant.

## 3. Results

### 3.1. Combination of DMBA and OA Treatment Induces Dysplasia and Oncogenic Transformation in Organoid Culture 

We chose an organoid culture system supported by epidermal growth factor (EGF), Noggin and R-spondin 1 (ENR) medium to investigate whether DMBA or/and OA could induce oncogenic transformation. As previously described [27], small intestine or colon organoids predominantly exhibited a well-organized, stereotyped epithelial single-layer organization at 7 days of culture, and maintained the similar morphology over a 50-day period of culture (Figure 1). At day 7, DMBA did not affect colony (organoid)-forming efficiency. OA induced a slight increase in both colony-forming efficiency, while a combination of DMBA and OA induced a large and significant increase in colony-forming efficiency (Figure 1A). At day 50, DMBA did not affect organoid morphology, OA induced mild enlargement in part of the epithelial layer with crowded nuclei, while a combination of DMBA and OA induced a very large malformation involving the entire epithelium with a confluent sheet of nuclear pleomorphism (Figure 1B), similar to that observed only when combining *Apc*, *p53*, *Kras^G12D^*, and *Smad4* mutations in differentiated villus cells [27]. Histological analysis revealed that organoids treated with DMBA alone had a single-layer epithelium, similar to the control. OA-treated organoids showed multi-cell-layer-changes in only a small part of the epithelium, while those treated with DMBA in combination with OA showed multi-cell-layer-changes with loss of the cell border in nearly the entire epithelium (Figure 1C), similar to the histology achieved only by quadruple mutants, *Apc/Kras^G12D^/p53/Smad4* [27]. A dysplasia index quantification of proliferation, nuclear atypia, invasion, and cellular stratification in organoids indicated that DMBA did not induce dysplasia compared to the control, OA induced a marginal increase in dysplasia, while the combination of DMBA and OA induced a large and significant increase in dysplasia (Figure 1D). Furthermore, the combination of DMBA and OA, but not DMBA or OA alone, endowed organoids with robust in vivo tumorigenicity, forming alpha-smooth muscle actin (SMA)^+^ and CK20^+^ intestinal tumor after subcutaneous transplantation (Figure 1E–G).

### 3.2. Combination of DMBA Treatment and PP2A Deficiency Induces Dysplasia and Oncogenic Transformation in Organoid Culture

We further characterized the transformation effect of DMBA or/and adenovirus carrying recombinase (Ad-Cre-GFP)-mediated-PP2A deficiency in *Ppp2r1a^flox/flox^* mice-derived organoids. Similarly, DMBA had no significant effects, Ad-Cre-GFP mediated-PP2A deficiency had mild effects, and the combination of DMBA and Ad-Cre-GFP mediated-PP2A deficiency had large effects on early organoid forming efficiency, late organoid morphology, histological changes, and dysplasia (Figure 2A–D). Furthermore, only the combination of DMBA and Ad-Cre-GFP-mediated-PP2A deficiency fully endowed organoids with robust in vivo tumorigenicity (Figure 2E–G).

### 3.3. Combination of DMBA Treatment and PP2A Deficiency in Lgr5^+^ Rather than in Differentiated Villus Cells Induces Dysplasia and Oncogenic Transformation in Organoid Culture 

To investigate whether Lgr5^+^ crypt stem cells or differentiated villus cells serve as the cell of origin of tumors, we treated organoids from *Lgr5-EGFP-CreERT2*; *Ppp2r1a^flox/flox^* mice with DMBA or/and tamoxifen. Similarly, DMBA did not have significant effects, tamoxifen mediated-PP2A deficiency had mild effects, and the combination of DMBA and tamoxifen-mediated-PP2A deficiency had great effects on early organoid forming efficiency, late organoid morphology, histological changes, and dysplasia (Figure 3A–E). Furthermore, only the combination of DMBA and tamoxifen-mediated-PP2A deficiency endowed organoids with in vivo tumorigenicity (Figure 3F,G). Interestingly, the combination of DMBA and PP2A deficiency in organoids derived from *Villin-Cre; Ppp2r1a^flox/flox^* mice did not affect early organoid forming efficiency, late organoid morphology, histological changes, and dysplasia (Figure S2A–E), and failed to induce in vivo tumorigenicity (Figure S2F). Of note, the recombinase activity in Villin-Cre mice is gradually reduced from villus to crypt [33], nevertheless, Ppp2r1a protein is only deleted in sorted villus cells but not in sorted Lgr5^+^ cells (Figure S2A). These data suggest that Lgr5^+^ crypt stem cells but not differentiated villus cells serve as the cell of origin of intestinal tumor.

### 3.4. Combination of DMBA Treatment and PP2A Deficiency in Lgr5^+^ Cells Induces Upregulation in Stem Cell and EMT Markers, Downregulation in Differentiated Markers, and Tumorigenicity in Organoid Culture

Flow cytometric analysis (Figure 4A) revealed that DMBA did not increase the Lgr5^+^ cell ratio (as assayed by Lgr5-EGFP). PP2A deficiency induced a marginal increase, while the combination of DMBA and PP2A deficiency induced a significant increase in the Lgr5^+^ cell ratio. Comparative gene expression analysis of RNA samples isolated from organoid culture of *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* mice 50 days after DMBA and tamoxifen administration revealed marked upregulation of stem cell genes, such as *Lgr5*, *CD44*, *Ephb3*, *Egr2*, *Notch1*, and *Sox4*; as well as EMT markers, such as *Snail1*, *Snail2*, *Twist1*, *fibronectin*, and *vimentin*; and a marked downregulation of genes associated with differentiated cells, such as Paneth, enterocyte, goblet, and secretory cells compared to other treatment groups (Figure 4B). Furthermore, a small number (10^3^) of Lgr5^+^ but not Lgr5^−^ cells isolated from organoid culture treated with DMBA and tamoxifen possessed in vivo tumorigenicity (Figure 4C). Collectively, these data suggest that the combination of DMBA and PP2A deficiency converted Lgr5^+^ crypt stem cells into CSCs.

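RNA-seq was performed on 10 libraries from organoids cultured for 50 days, with 2 libraries in each of 5 groups. The groups were control, DMBA, tamoxifen (TAM) in a set labelled short and a set labelled long, and DMBA with tamoxifen (DMBA+TAM). The treatment of each library was taken from the protocol in its label; the library names themselves (NS, NL, DSS_S, DSS_L and Lgr5) do not spell out a treatment. They hold an S for control and TAM short and an L for DMBA and TAM long, and could be read as small and large intestine, normal or given dextran sulfate sodium (DSS). The paper's text has a single TAM group. Of the 26 genes with a clear colour in the TAM column of Fig. 4B, 26 had the sign of the TAM long libraries and 13 the sign of the TAM short libraries, so TAM long is given first. *Ppp2r1a*, the gene that Lgr5-driven Cre deletes after tamoxifen, had 126 ± 4.55 normalized CPM (counts scaled by TMM library totals, mean ± SD, n = 2) in the libraries labelled control, 160 ± 10.2 in DMBA, 163 ± 8.07 in TAM long, 139 ± 11.8 in TAM short and 131 ± 2.63 in DMBA+TAM. Its log2 fold change was 0.37 in TAM long against control (adjusted p = 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.06 in DMBA+TAM against control (standard error 0.11, adjusted p = 0.687), or 0.55 in the latter with scaling by library size only (adjusted p = 0.00607). The control libraries held 10291026 and 9994298 reads counted on genes, the DMBA libraries 10020336 and 9159327, the TAM long libraries 10923673 and 9737176, the TAM short libraries 9837309 and 8828247, and the DMBA+TAM libraries 1592366 and 1915270. At these totals, 3 counts stand for 1.58 and 1.32 normalized CPM in DMBA+TAM and for 0.258 to 0.378 elsewhere, which is the lowest level that could be told from 0. Counts of replicates spread more than sampling alone gives, with a chi-square per degree of freedom of 7.21 in control, 67.05 in DMBA, 23.2 in TAM long, 5.57 in TAM short and 6.29 in DMBA+TAM. This measure rises with depth, so it does not set the shallower DMBA+TAM libraries beside the others. Their replicates had the lowest correlation on log2 FPKM, 0.937. The authors mapped the reads with TopHat, counted them per gene with HTSeq and derived FPKM, and the raw counts were used here. The genes passing edgeR's filter on low counts, 16179 in number, were scaled by TMM and fitted in a single model with a mean for each group over all 10 libraries. Between DMBA+TAM and control, 10396 genes had an adjusted p under 0.05, 4687 higher and 5709 lower. Requiring an absolute log2 fold change of at least 1 moved this count most, to 7817 genes. The libraries also differed in markers of gut segment, along the S and L of their names, and of tissue. Of 10 genes of the small intestine, 10 were lower in DMBA and in TAM long than in control, and of 5 testable genes of the colon, 4 and 5 were higher. In TAM short, 6 of these 10 were also lower than in control, and 0 of the 5 were higher. *Krt8*, a keratin of epithelial cells, had 5490 ± 62.2 normalized CPM in control and 9.53 ± 2.91 in DMBA+TAM.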

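*Lgr5* (ENSMUSG00000020140, chromosome 10 of GRCm38, 115450311 to 115587780), a marker of crypt stem cells, had 16.3 ± 6.82 normalized CPM (SD, n = 2) in DMBA+TAM, 6.48 ± 1.85 in control, 2.72 ± 0.438 in DMBA, 3.17 ± 1.07 in TAM long and 5.97 ± 0.635 in TAM short. Its level in DMBA+TAM rests on 40 and 26 counts. Its log2 fold change against control was 1.31 (standard error 0.38, adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.79 without DMBA+TAM replicate 1. Against DMBA, TAM long and TAM short it was 2.57 (adjusted p = 0.000418), 2.35 (adjusted p = 0.000628) and 1.43 (adjusted p = 0.00789). *Cd44* (ENSMUSG00000005087, chromosome 2) had 245 ± 18.1 normalized CPM in DMBA+TAM and at most 93.9 ± 3.47 in the other groups, a log2 fold change of 1.39 against this highest group, TAM long (adjusted p = 0.00031). *Egr2* (ENSMUSG00000037868, chromosome 10) had 27.2 ± 5.5 against at most 1.5 ± 1.29, *Notch1* (ENSMUSG00000026923, chromosome 2) 43.9 ± 8.65 against at most 12.5 ± 0.025, and *Sox4* (ENSMUSG00000076431, chromosome 13) 40.9 ± 3.19 against at most 15.8 ± 3.77. *Ephb3* (ENSMUSG00000005958, chromosome 16) had 23.2 ± 3.64 in DMBA+TAM, above 7.09 ± 0.342 in control (log2 fold change 1.7, adjusted p = 1.86e-05) and 10.2 ± 0.464 in TAM short. It did not differ from 23.3 ± 0.452 in DMBA (log2 fold change -0.01, adjusted p = 0.968) or 20.0 ± 0.357 in TAM long (0.21, adjusted p = 0.318), and the first of these turned to 0.17 with scaling by library size only. So 5 of the 6 stem cell genes were past the threshold and higher in DMBA+TAM than in each of the 4 other groups, also when adjusted over the list alone. Whether their reads came from stem cells or from other cells in the DMBA+TAM libraries was not tested. The caption of Fig. 4B refers its upper map to earlier RNA-seq data of sorted cells and does not say how the genes shown were picked from them. In a separate list of 10 intestinal stem cell genes, which also holds *Lgr5*, 1 was higher and 6 lower in DMBA+TAM than in control, or 2 and 6 with library size only, and *Olfm4* was at least 420-fold lower. Of the EMT genes, *Snai1* (Snail1, ENSMUSG00000042821, chromosome 2) had 31.9 ± 6.43 normalized CPM in DMBA+TAM and at most 1.21 ± 0.602 in the other groups. *Snai2* (Snail2, ENSMUSG00000022676, chromosome 16) had 17.8 ± 2.13 against at most 4.21 ± 1.81, and *Twist1* (ENSMUSG00000035799, chromosome 12) 31.4 ± 3.45 against at most 3.61 ± 1.22. *Fn1* (fibronectin, ENSMUSG00000026193, chromosome 1) had 7150 ± 278 against at most 570 ± 17.0, and *Vim* (vimentin, ENSMUSG00000026728, chromosome 2) 1610 ± 112 against at most 147 ± 17.4. Against control their log2 fold changes lay between 3.99 for *Snai2* and 6.24 for *Snai1*, and all of them were past the threshold against each of the 4 groups. These genes are also transcribed by connective tissue cells, and 12 of 12 fibroblast genes were higher in DMBA+TAM than in control. Fig. 4B shows 23 genes under Paneth, tuft, enterocyte, goblet and secretory cells. Past the threshold, 17 of them were lower in DMBA+TAM than in control, 14 than in DMBA, 15 than in TAM long and 17 than in TAM short. With DESeq2, 15 of them were lower than in control. General epithelial genes fell with them: *Epcam*, at 2510 ± 77.4 normalized CPM in control, had 3 counts in each DMBA+TAM library, at least 1730-fold lower. With 2 libraries in each group, a two-sided exact permutation test of a single gene cannot give less than 0.333, so the calls rest on the error shared across genes and libraries. From the higher stem cell and EMT genes and the lower genes of differentiated cells, together with the larger ratio of Lgr5+ cells and their tumorigenicity, the paper proposes that DMBA and PP2A deficiency converted Lgr5+ crypt stem cells into cancer stem cells.

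**Figure D1:**
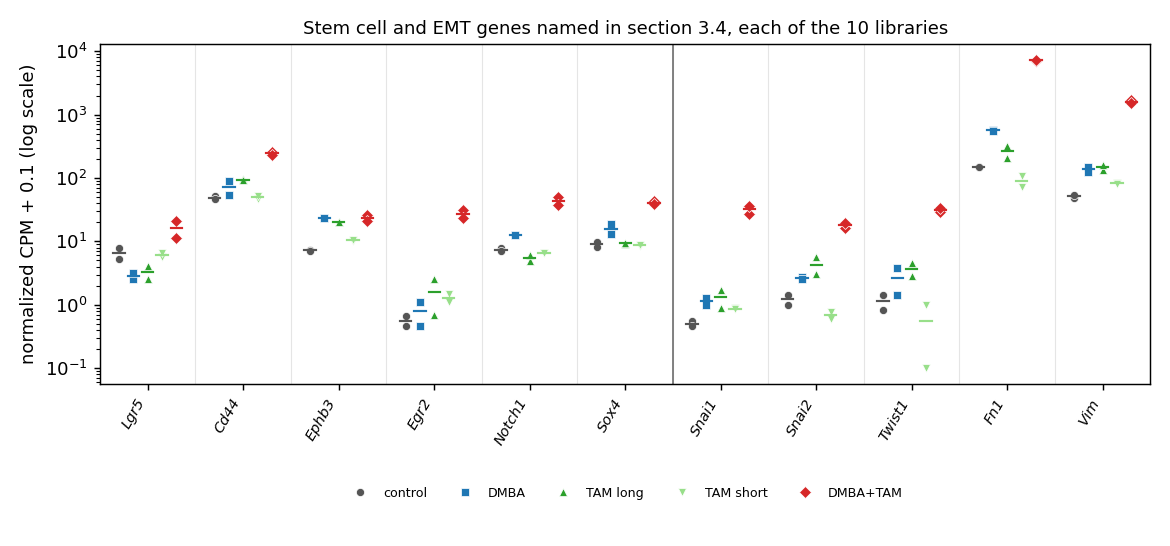
Normalized CPM plus 0.1 on a log axis for the stem cell and EMT genes, with a point for each library, the groups by colour and bars at the group means. Both DMBA+TAM libraries lie above all the others for each gene except *Ephb3*, whose points overlap those of DMBA.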

### 3.5. Combination of DMBA Treatment and PP2A Deficiency Generates CSCs through PI3K, ERK, and Wnt Activation

To understand the molecular characteristics of the genes and pathways involved in organoid culture of *Lgr5-EGFP-CreERT2*; *Ppp2r1a^flox/flox^* mice after DMBA and tamoxifen administration, RNA-seq and gene set enrichment analysis (GSEA) were performed. 

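GSEA asks whether the genes of a set gather at an end of a ranking of all genes. The set named in Fig. 5A is the Wnt signaling pathway of the Pathway Interaction Database, and its 28 genes were written here from general knowledge, since a gene set database was not used. As in Fig. 5A, genes were ranked by the signal-to-noise metric, the difference between the group means of FPKM over the sum of their SDs, for DMBA+TAM against control. The ranking held 22526 genes, 26 of them in the set. Nominal p values came from fgsea by permutation of genes, because 2 libraries against 2 allow only 6 splits. As a test that uses the replicate error, camera of the limma package was run on the log CPM of all 10 libraries with a preset correlation of 0.01 between genes, on the 23 genes of the set that passed the filter. Of the 28 genes, 2 also stand in Fig. 4B.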

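With DMBA+TAM set against control, the normalized enrichment score of the Wnt signaling set was 1.8 (nominal p = 0.000861 by gene permutation), and 14 genes formed its leading edge. Among the other rankings, the one by fitted log2 fold change moved the score most, to 1.39 (nominal p = 0.0815 by gene permutation). With TAM long, TAM short or DMBA in place of control the score was 1.73, 1.77 and 1.64. Camera gave a p of 0.00232 for a rise of the set, 3.99e-06 with fry in its place and 0.052 with the correlation between genes estimated at 0.034. Of 23 genes tested in the set, 14 were higher in DMBA+TAM than in control, 4 lower and 5 not past the threshold, with the same counts when adjusted over the list alone, and 15 higher and 2 lower with library size only. TAM long and DMBA had 14 higher and 3 lower, and 11 higher and 4 lower, against control, and DMBA+TAM had 12 higher and 4 lower against TAM long and 13 higher and 3 lower against DMBA. *Igfbp4* (ENSMUSG00000017493, chromosome 11) rose from 39.7 ± 1.93 normalized CPM (SD, n = 2) in control to 1910 ± 607, a log2 fold change of 5.59 (standard error 0.23, adjusted p = 3.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cthrc1* (ENSMUSG00000054196, chromosome 15) had 156 ± 15.6 normalized CPM in DMBA+TAM and at most 1 count in a control library, at least 448-fold higher. The ligand *Wnt2* and the secreted inhibitor *Wif1*, also with at most 1 count in a control library, were at least 32.3-fold and 23.6-fold higher. Among the receptors, *Fzd1* rose by a log2 fold change of 4.58 and *Fzd5* fell from 154 ± 3.31 to 15.1 ± 4.18 normalized CPM. *Lrp5* and *Atp6ap2* had log2 fold changes of -0.72 and -0.68. *Wnt3* had 37 and 13 counts in control and 0 in DMBA+TAM, which at this depth is at least 1.98-fold lower. *Igfbp4* and *Wnt5a* of the set also stand among the EMT genes of Fig. 4B, and without them and *Cthrc1* the enrichment score was 1.63. A list of 16 genes that Wnt signaling induces, among them *Axin2*, *Sox9* and *Myc*, had a score of -0.81 (nominal p = 0.746 by gene permutation). Of its 15 tested genes, 3 were higher in DMBA+TAM than in control, 6 lower and 6 not past the threshold, or 3 higher and 3 lower with scaling by library size only. All 14 genes of an epithelial list were also lower there, so lower target genes need not mean less Wnt signaling in a cell. *Axin2* (ENSMUSG00000000142, chromosome 11) had 8.43 ± 0.736 normalized CPM in DMBA+TAM and 28.4 ± 4.25 in control, a log2 fold change of -1.75 (adjusted p = 7.9e-05).

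**Figure D2:**
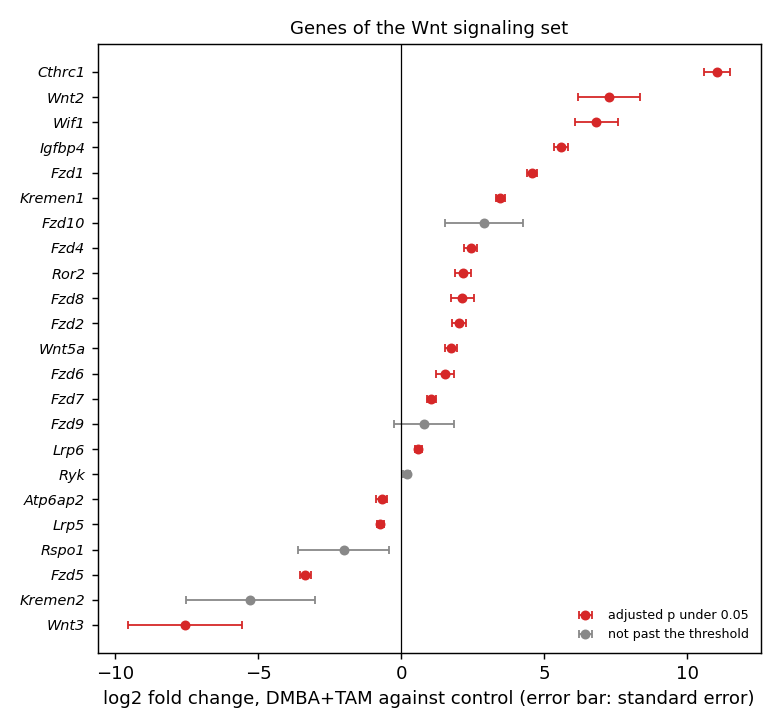
Log2 fold change in DMBA+TAM against control of the 23 tested genes of the Wnt signaling set, with bars of the standard error. Values run from -7.54 for *Wnt3*, a fitted value of a gene without counts in DMBA+TAM, to 11.05 for *Cthrc1*.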

Similar to previous findings that intestinal tumor begins with specific molecular alterations in Wnt-beta-catenin pathway [13,23], Wnt signaling was upregulated upon oncogenic transformation of organoid culture (Figure 5A). Western blotting of nuclear proteins (Figure 5B) and immunofluorescence (Figure 5C) revealed that nuclear accumulation of beta-catenin was predominantly observed in organoids with both of DMBA treatment and PP2A deficiency. Screening with a serine/threonine phosphorylation protein array (Figure S3) followed by confirmation with western blotting further revealed that PI3K/AKT/GSK-3beta and Raf/ERK were activated in organoids with both DMBA treatment and PP2A depletion compared to other treatment groups (Figure 5D,E). Interestingly, treatment with the PI3K inhibitor LY294002, MEK inhibitor PD98059, and Wnt inhibitor DKK1 reduced the formation of malformed organoids, inhibited dysplasia (Figure 5F,G), and completely blocked in vivo tumorigenicity (Figure 5H). Notably, not only the WNT signaling was the most, but also the PI3K and RAS-MAPK (ERK) signalings were common altered pathways in human intestinal tumor, as revealed by The Cancer Genome Atlas (TCGA) Project [14]. These data suggest that CSC generation by DMBA treatment and PP2A deficiency depends on the activation of PI3K, ERK, and Wnt signals. 

### 3.6. Lgr5^+^ CSCs Are R-Spondin 1-Dependent

CSCs isolated from human intestinal tumor specimens express the Lgr5 crypt marker [34]. R-spondin is expressed by the intestinal stroma and is differentially upregulated during *Citrobacter rodentium*- and dextran sulfate sodium (DSS)-induced colitis in mice, which reflects human ulcerative colitis, a precancerous stage [35]. These data suggest a role for R-spondin 1 and its receptor Lgr5 in the maintenance of undifferentiated status and tumorigenesis of human colorectal CSCs. In contrast to tumorigenesis initiated by dedifferentiation (tumor generated from intestinal epithelial cell of *villin-creER^T2^/APC ^lox/lox^/K-ras^G12D/+^* mice) [4], where tumor cells were Lgr5^−^ and generated independently of R-spondin 1, tumor cells in the current study were Lgr5^+^ and generated dependently on R-spondin 1 (Figure 6), suggesting that tumor cells generated by DMBA treatment and PP2A deficiency in mouse Lgr5^+^ cells were indeed intestinal CSCs and could serve as surrogates of human colorectal CSCs [34]. Previous reports using tumorigenesis models generated by genetic manipulation in differentiated villus cells, even with low efficiency in tumorigenesis [27], also demonstrated important roles for Lgr5^+^ cells in tumorigenesis/metastasis [7,8].

### 3.7. Combination of DMBA Treatment with PP2A Deficiency in Lgr5^+^ Also Induces Tumor Formation In Vivo

We investigated whether tumorigenesis generated by DMBA treatment and PP2A deficiency in mouse Lgr5^+^ cells reflects tumor formation in vivo. *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* mice treated with DMBA and tamoxifen formed adenocarcinoma in the small intestine and colorectal regions 36 days later. Histological analysis revealed that mice receiving DMBA and tamoxifen increased the incidence of multiple foci adenoma compared to other groups (Figure 7A). IHC analysis revealed that beta-catenin accumulated in the nuclei of tumor cells mainly in the crypt area (Figure 7B) and quantitative evaluation of nucleus beta-catenin accumulation [29] further showed that nucleus beta-catenin H-score was significantly greater in mice receiving DMBA and tamoxifen compared to other groups (Figure 7C,D). The efficiency and rapidity were much greater than tumorigenesis generated by *Apc* deficiency in either Lgr5^+^ crypt stem cell- [3] or differentiated villus cell-based models [4].

### 3.8. Not Only DMBA but Also Other Carcinogens Induce Tumors from Lgr5^+^ Intestinal Stem Cells of PP2A Deficient Mice

To demonstrate carcinogen-induced tumor from Lgr5^+^ intestinal stem cells of PP2A deficient mice was not limited to DMBA, *N*-methyl-*N*-nitrosourea (MNU) and 2-amino-1-methyl-6-phenylimidazo-[4,5-b]pyridine (PhIP) were also administered in combination with tamoxifen treatment in organoid cultures derived from *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* mice and from *Villin-Cre; Ppp2r1a^flox/flox^* mice. Interestingly, increased early organoid forming efficiency, late organoid with irregular nuclei and prominent nucleoli morphology and dysplasia, and in vivo tumorigenicity were only observed in organoid cultures derived from *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* mice but not from *Villin-Cre; Ppp2r1a^flox/flox^* mice (Figure S4A,B). More importantly, we found that tumorigenicity induced by combination of MUN or PhIP with PP2A deficiency also depended on the activation of PI3K, ERK, and Wnt signals (Figure S4C–F). Similarly, combination of MUN or PhIP treatment with PP2A deficiency in Lgr5^+^ cells also induced tumor formation in vivo (Figure S4G).

### 3.9. Mutational Landscapes of Intestinal Tumors Derived from Lgr5^+^ Cells Treated with Carcinogen and PP2A Deficiency

To gain insight of the genetic alterations that drove these pathways in the models, we performed whole-exome sequencing (WES) (Figure S5A). Somatic variants in each chemical induced tumor organoid sample were identified with a tumor-control paired strategy by removing the variants in their paired control samples and the variants affecting protein coding sequence were further filtrated (Figure S5B). The numbers of somatic mutations, including synonymous and nonsynonymous mutations, for organoid cultures with combined DMBA, MUN, or PhIP treatment with PP2A deficiency in Lgr5^+^ cells were shown in Figure S5C. IPA analysis of 270 mutated genes shared by DMBA, MUN, and PhIP treatment with PP2A deficiency in Lgr5^+^ cells (Figure S5D) revealed 10 top significantly enriched pathways (Figure S5E), including the intestinal tumor metastasis signaling (*p*-value = 2.12 × 10^−57^) and Wnt/beta-catenin signaling (*p*-value = 1.40 × 10^−55^). Furthermore, beta-catenin (*CTNNB1*) seemed to be a common downstream hub as identified by the Path Explorer function in IPA (Figure S5F). There were five core pathways related with human intestinal tumor found by TCGA, including p53, RAS-MAPK, PI3K, TGF-beta, and WNT pathways (Figure 8) [14]. We identified several recurrent mutations with FDR < 0.1, including *Braf*, *erbb2*, *kras*, *pten*, *Smad2*, *Smad4*, *Apc*, *DKK2*, *Wnt4*, *Wnt5a*, and *Wnt5b* (Figure 8). Based on these analyses, the mouse intestinal tumor organoid models based on combined use of chemical carcinogen and genetic modification can recapitulate the human colorectal cancer development process in response to complex interactions between the genotype and environmental factor.

## 4. Discussion

To improve the efficiency of tumorigenesis in GEMMs, multiple gene mutations are necessary. Given that the frequency of point mutations varies from less than 0.1 to greater than 50 mutations per megabase [36], GEMMs are a greatly oversimplified view of the numbers and types of mutations found in human cancers [37]. The use of GEMMs in combination with carcinogenesis increased the tumor spectrum or speeded the tumor formation observed in some GEMMs, such as the *p53*^−/−^ mouse model in combination with exposure to carcinogens or radiation [21,38]. In the current study, P*pp2r1a^−/−^* mouse model in combination with exposure to different carcinogens induced tumorigenesis through similar signaling pathways, while GEMM or carcinogen exposure alone did not induce tumorigenesis. These data suggest that the combination of GEMMs with exposure to carcinogen or other environmental agents is a logical approach in studying tumorigenesis and cancer progression.

PP2A is a tumor suppressor that regulates many oncogenic pathways. In fact, decreased PP2A activity has been reported as a common event in colorectal cancer [39]. DMBA and MNU are important environmental carcinogens. PhIP, a food-borne carcinogen produced while cooking meat and fish, models human colon cancer in rodents [40]. Here, we demonstrated that DMBA, MNU, or PhIP each induced intestinal organoid transformation when combined with PP2A deficiency in Lgr5^+^ intestinal stem cells but not in differentiated villus cells, suggesting that PP2A plays a role in suppressing colorectal tumorigenesis induced by chemical carcinogen exposure. Our results provide further experimental evidence to demonstrate that the cell of origin of intestinal tumor is crypt stem cells instead of differentiated villus cells. We did not focus on the molecular mechanism underlying the differential tumorigenicity pathways between stem cells and differentiated cells, which requires further investigation.

A recent study shows that unless the R-spondin and Wnt ligands are both present, the default fate of Lgr5^+^ crypt stem cells is differentiation [41]. However, gain-of-function studies reveal that R-spondin and Wnt ligands have qualitatively distinct, non-interchangeable roles in crypt stem cells. Wnt proteins confer a basal competency unto the Lgr5^+^ crypt stem cell by inducing R-spondin receptor expression that enables R-spondin-driven Lgr5^+^ crypt stem cell self-renewal. In the current study, using a combination of carcinogen treatment and PP2A deficiency, intestinal organoids derived from Lgr5-cre; Ppp2r1aflox/flox, but not Villin-Cre; Ppp2r1aflox/flox, underwent oncogenic transformation and exhibited CSC phenotypes that were dependent on the presence of R-spondin 1 in the culture media. These studies together suggest the important roles of R-spondin signaling in stem cell self-renewal and preventing differentiation. The discrepancy of R-spondin 1 dependence between tumorigenicity induced by the current method and previous GEMM relied on *Apc* depletion or *CTNNB1* activation [4] is supported by the mutual exclusion of *R-spondin* fusion and *Apc* or *CTNNB1* mutation identified in human intestinal tumors [20]. The Lgr5/R-spondin 1 complex degrades Rnf43 and Znrf3, two transmembrane E3 ligases that remove Wnt receptors from the stem cell surface. Consistently, simultaneous deficient of these two E3 ligases in the intestinal epithelium induced the formation of unusual adenomas consisting entirely of Lgr5^+^ stem cells and their niche [42].

Simultaneous carcinogen treatment and conditional deletion of PP2A in villus cells did not induce transformation or increased proliferation or dysplasia of intestine organoids. The current study did not aim to study the underlying mechanism that differentiates Lgr5^+^ crypt stem cells from differentiated villus cells in terms of vulnerability to carcinogenesis. Based on our current results, both Wnt and Rspondin/Lgr5 signaling pathways play important roles in nuclear-beta catenin localization, which is important for stem cell self-renewal and may also initiate tumorigenesis once dysregulated.

## 5. Conclusions

In summary, we demonstrated that carcinogen-induced cancer arises from Lgr5^+^ crypt stem cells in *Ppp2r1a*^−/−^ mice. In addition, combing carcinogenesis with GEMM recapitulated the developmental process of environmentally induced human tumor, while increasing the rate and percentage of tumorigenesis. Interestingly, exposure to different carcinogens, such as DMBA, MNU, or PhIP, when combined with PP2A deficiency in Lgr5^+^ intestinal stem cells induced tumorigenesis that was dependent on the activation of pathways including Wnt, PI3K, and RAS-MAPK signalings, the common altered pathways revealed by TCGA human intestinal tumor project [14]. Together, these data suggest that PP2A functions as a tumor suppressor in intestine carcinogenesis. This organoid platform provides experimental evidence as to its usefulness in detection of key oncogenes and suppressor genes as early molecular epidemiological biomarkers of carcinogenesis, and is useful in human cancer prevention practice as well. 

## Figures and Tables

**Figure 1:**
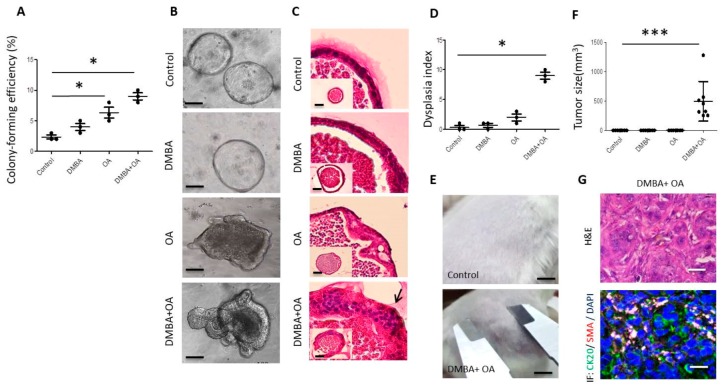
Combination of DMBA and okadaic acid (OA) induces dysplasia and oncogenic transformation in wild-type intestinal organoid culture. In vitro culture of wild type intestinal organoids without (control) or with DMBA or/and tamoxifen (TAM) in the presence of EGF, Noggin, and R-spondin 1 (500 single cells/well). (**A**) Colony (organoid)-forming efficiency was calculated at day 7. Experiment has been carried out in triplicate and each time 100 organoids were counted in each group. (**B**) Bright-field of organoid culture at day 50. Scale bar, 100 μm. (**C**) H&E staining and histologic characterization of cystic stratified epithelium with nuclear pleomorphism (arrow). Scale bar, 50 μm. (**D**) Dysplasia index at day 50 (experiment were repeated twice with *n* = 3 microscopic fields containing viable organoids). (**E**) Dissociated cells in Matrigel (500,000 cells/100 μL) were injected s.c. into NOD-SCID mice. In vivo tumor formation 45 days later (For those without tumor formation, observation was extended for up to 3 months, experiment were repeated twice with *n* = 3). (**F**) Tumor size 45 days after s.c. implantation (*n* = 8). (**G**) H&E staining and immunofluorescence of CK20 and SMA for tumor sections. Scale bar, 100 μm. *, *p* < 0.05; ***, *p* < 0.0001 as determined with one-way ANOVA.

**Figure 2:**
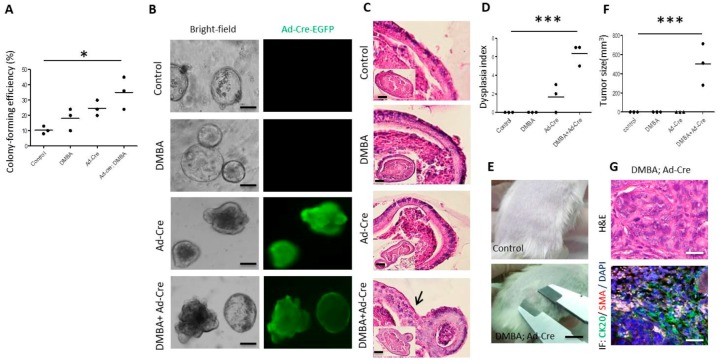
Combination of DMBA and Ad-Cre induces dysplasia and oncogenic transformation in Ppp2r1aflox/flox intestinal organoid culture. In vitro culture of Ppp2r1aflox/flox intestinal organoids without (control) or with DMBA or/and Ad-Cre-GFP (Ad-Cre) infection in the presence of EGF, Noggin and R-spondin 1 (500 single cells/well). (**A**) Colony (organoid)-forming efficiency was calculated at day 7. At least 100 organoids were counted in each group. (**B**) Bright-field and fluorescence images of organoid culture at day 50. Scale bar, 100 μm. (**C**) H&E staining and histologic characterization of cystic stratified epithelium with nuclear pleomorphism (arrow indicated). Scale bar, 50 μm. (**D**) Dysplasia index at day 50 (experiments were repeated twice with *n* = 3 microscopic fields containing viable organoids). (**E**) Dissociated cells in Matrigel (500,000 cells/100 μL) were injected s.c. into NOD-SCID mice. In vivo tumor formation 45 days later (for those without tumor formation, observation was extended for up to 3 months, experiments were repeated twice with *n* = 3). (**F**) Tumor size 45 days after s.c. implantation (*n* = 3). (**G**) H&E staining and immunofluorescence of CK20 and SMA for tumor sections. Scale bar, 100 μm. *, *p* < 0.05; ***, *p* < 0.0001 as determined with one-way ANOVA.

**Figure 3:**
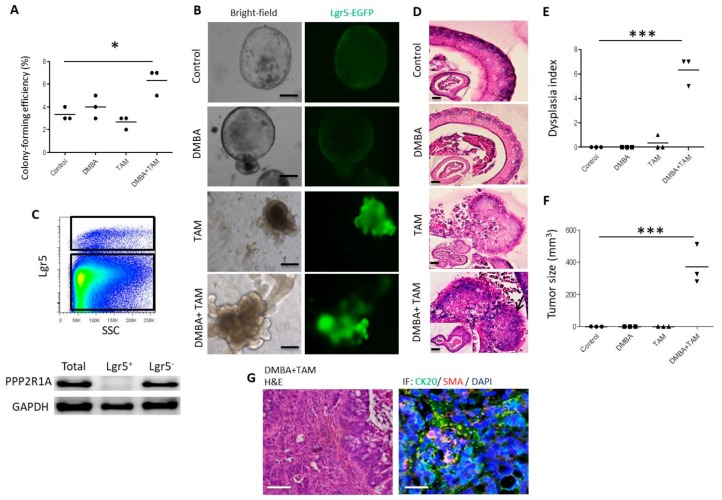
Combination of DMBA and TAM induces dysplasia and oncogenic transformation in *Lgr5-EGFP-CreERT2*; *Ppp2r1a^flox/flox^* intestinal organoid culture. In vitro culture of *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoids without (control) or with DMBA or/and tamoxifen (TAM) in the presence of EGF, Noggin and R-spondin 1 (500 single cells/well). (**A**) Colony (organoid)-forming efficiency was calculated at day 7. At least 100 organoids were counted in each group. (**B**) Bright-field and fluorescence images of organoid culture at day 50. Scale bar, 100 μm. (**C**) Fluorescence-activated cell sorting (FACS) isolation of Lgr5^+^ and Lgr5^−^ populations. After FACS, PPP2R1A protein levels were detected by western blot. (**D**) H&E staining and histologic characterization of cystic stratified epithelium with nuclear pleomorphism (arrow). Scale bar, 50 μm. (**E**) Dysplasia index at day 50 (experiments were repeated twice with *n* = 3 microscopic fields containing viable organoids). (**F**) Dissociated cells in Matrigel (500,000 cells/100 μL) were injected s.c. into NOD-SCID mice. In vivo tumor formed 45 days later (for those without tumor formation, observation was extended for up to 3 months, experiments were repeated twice with *n* = 3). (**G**) H&E staining and immunofluorescence of CK20 and SMA for tumor sections. Scale bar, 100 μm. *, *p* < 0.05; ***, *p* < 0.0001 as determined with one-way ANOVA.

**Figure 4:**
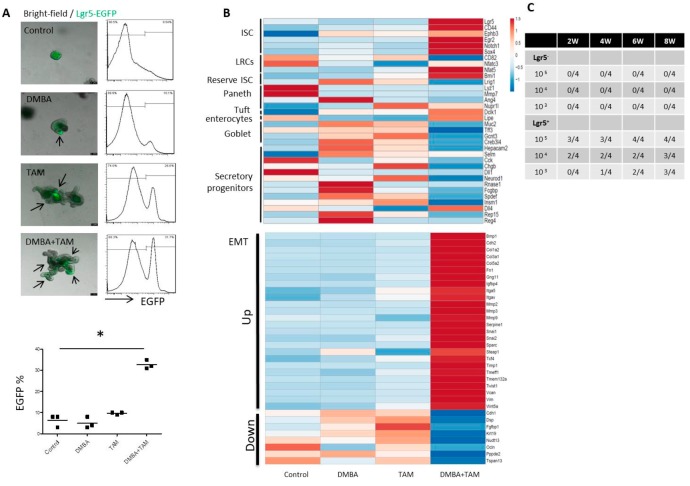
Combination of DMBA and PP2A deficient induces upregulation in stem cell and EMT markers and downregulation in differentiated markers in intestinal organoid. (**A**) In vitro culture of *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoids. Merged bright-field and fluorescence images of organoid culture treated without (control) or with DMBA or/and tamoxifen (TAM) for 50 days in the presence of EGF, Noggin and R-spondin 1. *Lgr5*-*EGFP* were denoted as arrows. Scale bar, 100 μm. Flow cytometric analysis and quantification of GFP expression (bottom panel). No fluorescence organoid culture was serve as negative control to decide the threshold. *, *p* < 0.05 as determined with one-way ANOVA. (**B**) RNA-*sequencing* (seq) analysis of transcriptomes for 50-day organoids. The upper heat map shows clustering to previously reported RNA-seq data of sorted ISC (Intestinal Stem Cell); reserve ISC; paneth cell; LRCs (label retaining cells); tuft; enterocytes; goblet and secretory progenitor cells. The lower heat map shows clustering to EMT (epithelial–mesenchymal transition). (**C**) Tumor incidence in limiting dilution assay. Tumorigenic potential characterization of indicated numbers of Lgr5^+^ and Lgr5^−^ cells from the 50-day organoid culture. Dissociated cells in Matrigel (100 μL) were injected s.c. into NOD-SCID mice. Incidence of tumor formation was calculated more than 2 months.

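Among the genes shown for Paneth cells, *Lyz1* (ENSMUSG00000069515, chromosome 10), a paralog of *Lyz2*, had 7910 ± 1280 normalized CPM (SD, n = 2) in control, 5300 ± 1140 in TAM short, 2.22 ± 1.62 in DMBA, 1.95 ± 0.439 in TAM long and 20.8 ± 3.33 in DMBA+TAM. DMBA+TAM was thus lower than control (log2 fold change -8.57, adjusted p = 1.45e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher than DMBA (3.27, adjusted p = 0.000144) and TAM long (3.41, adjusted p = 0.000101). *Mmp7* had no counts in DMBA+TAM and was at least 117-fold lower than in control. *Ang4* fell to 2.02 ± 1.61 from 1290 ± 40.0 in control, and *Nupr1l* had too few counts to be tested. All 4 goblet cell genes were lower in DMBA+TAM than in each other group. *Muc2* (ENSMUSG00000025515, chromosome 7) had 11.0 ± 3.09 normalized CPM against 1240 ± 185 in control, 13400 ± 406 in DMBA, 11000 ± 2060 in TAM long and 2460 ± 399 in TAM short, and *Tff3* had 2.5 ± 1.67 against 1350 ± 93.7 in control. *Lipe*, the gene shown for enterocytes and also transcribed by fat cells, had 61.1 ± 19.3 in DMBA+TAM, 71.3 ± 9.68 in control, 9.59 ± 4.84 in DMBA and 4.86 ± 1.04 in TAM long. It was not different from control (log2 fold change -0.23, adjusted p = 0.565, or 0.27 with library size only) and was higher than in DMBA (2.65, adjusted p = 0.000161) and TAM long (3.64, adjusted p = 2.56e-05). The tuft cell gene *Dclk1* had 37.0 ± 10.5 against 4.59 ± 0.536 in control, a log2 fold change of 3.01 (adjusted p = 1.61e-06). Of the 13 genes shown for secretory cells, 10 were lower than in control, or 8 with DESeq2. DESeq2 did not call *Neurod1* and *Insm1* (adjusted p = 0.0591 and 0.0605). For 3 of the 13, neither control nor DMBA+TAM was above the lowest level that could be told from 0 in DMBA+TAM. The size of a fall could not be measured for these 3. *Selenom* was higher (log2 fold change 1.32, adjusted p = 1.49e-05), and *Dll4* had 12.3 ± 1.23 against 14.9 ± 2.06. *Rnase1* had 8 and 6 counts in control and 0 in DMBA+TAM, a difference not detectable at this depth. The DMBA means of *Rnase1* and *Reg4* rest on replicate 2, with 1367 counts against 1 and 33582 against 451. Of the genes of label retaining cells, *Cd82* fell to a log2 fold change of -3.37 and *Nfatc3* to -0.59, while *Nfat5* was at 0.08 (adjusted p = 0.643). With library size only, *Nfat5* was at 0.58 (adjusted p = 0.019) and *Nfatc3* at -0.1 (adjusted p = 0.499). Of the reserve stem cell genes, *Bmi1* was higher (0.58, adjusted p = 0.00695) and *Lrig1* lower (-1.37, adjusted p = 0.000342).

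**Figure D3:**
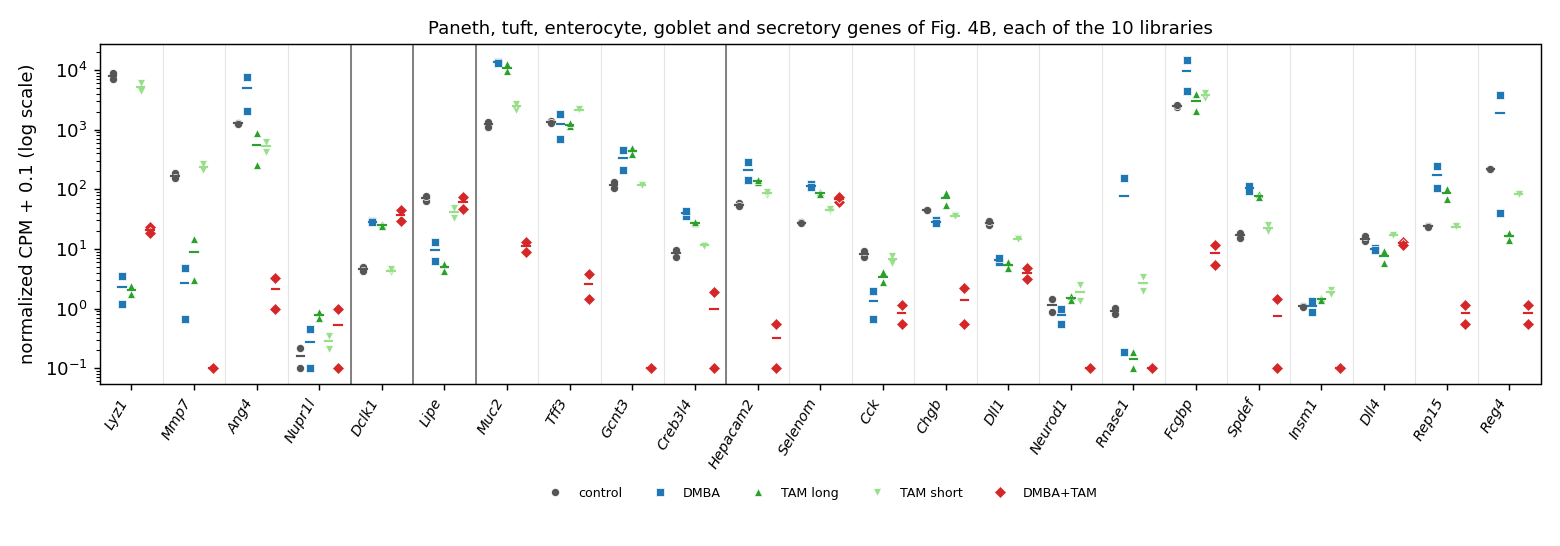
Normalized CPM plus 0.1 on a log axis for the 23 genes shown for Paneth, tuft, enterocyte, goblet and secretory cells, with a point for each library and bars at the group means. The DMBA+TAM points are the lowest for most genes, while for *Dclk1* the DMBA+TAM mean is the highest.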

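The lower heat map holds 26 genes that rise with EMT and 8 that fall. All 26 were past the threshold and higher in DMBA+TAM than in control, DMBA and TAM long, and 25 of them than in TAM short, where *Steap1* had a log2 fold change of 0.21 (adjusted p = 0.596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, the counts were the same. The median log2 fold change of the 26 genes was 4.7 against control, 3.62 against DMBA, 3.84 against TAM long and 5.38 against TAM short. With each control and DMBA+TAM library left out in turn, all 26 stayed above 0. All 8 genes that fall with EMT were lower in DMBA+TAM than in control, and 7 than in the other 3 groups. *Cdh1* (E-cadherin, ENSMUSG00000000303, chromosome 8) had 3.3 ± 0.936 normalized CPM (SD, n = 2) in DMBA+TAM and 781 ± 9.77 in control, a log2 fold change of -7.86 (standard error 0.23, adjusted p = 1.01e-08). *Krt19* had 7.2 ± 0.241 against 1750 ± 102. *Dsp* and *Ocln*, with at most 2 counts in a DMBA+TAM library, were at least 274-fold and 119-fold lower. The exception was *Nudt13*, with log2 fold changes of -0.89 against control (adjusted p = 0.03) and -0.58, -0.46 and -0.48 against DMBA, TAM long and TAM short. Without DMBA+TAM replicate 2 its change against control was -0.42, and with library size only it was no longer past the threshold. With library size only, *Desi1* was not past the threshold either against TAM long (-0.5, adjusted p = 0.057) and TAM short (-0.41, adjusted p = 0.102). The median of the 8 fitted log2 fold changes was -7.73, and -5.99 with the 3 genes at or under 3 counts in DMBA+TAM set to their bound. Of the 26 genes that rise, 2 also stand in a list of fibroblast genes, and of the 8 that fall, 2 stand in a list of general epithelial genes.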

**Figure 5:**
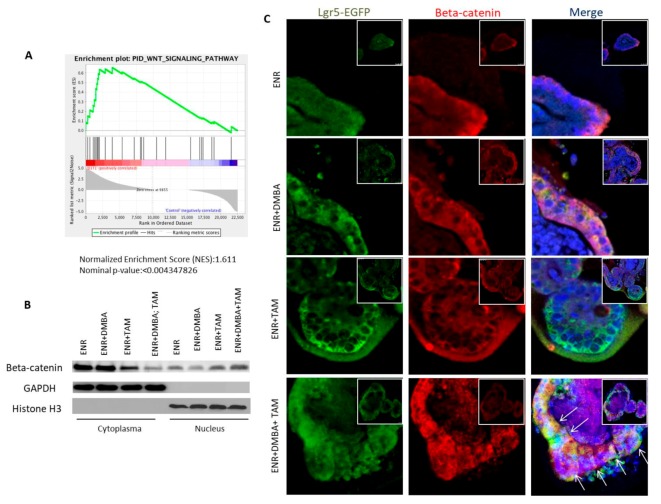

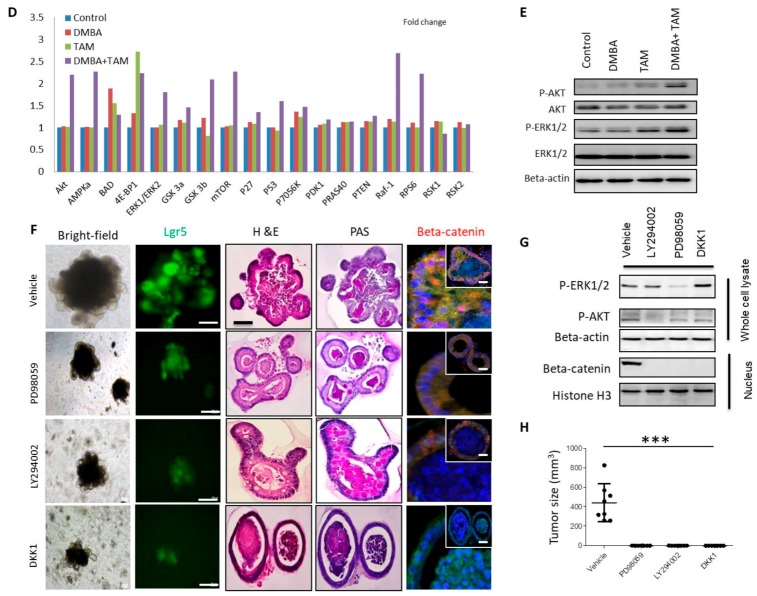
Beta-catenin activation caused by PI3K and ERK mediates dysplasia and oncogenic transformation in organoid culture. *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoids were treated without (control) or with DMBA or/and tamoxifen (TAM) for 50 days in the presence of EGF, Noggin and R-spondin 1. (**A**) Gene set enrichment analysis (GSEA) shows “WNT SIGNALING PATHWAY” for the organoids treated with DMBA and TAM group versus control group, *p* < 0.05. (**B**) Western blotting of nuclear and cytoplasmic fractions. GAPDH and Histone H3 were used as protein loading controls for the cytoplasmic and nuclear fractions, respectively. (**C**) Immunofluorescence of Lgr5-EGFP and beta-catenin expression in organoid (denoted by arrows). Scale bar, 100 μm. (**D**) Graphs of mouse AKT pathway phosphorylation protein expression array (original data in Extended Data Figure 3) and densitometric analyses, *n* = 1. (**E**) Western blotting. (**F**) Bright-field, fluorescence images, H&E, PAS staining and beta-catenin immunofluorescence images. (**G**) Western blot analysis of whole cell lysate and nuclear fraction from organoid cultures treated with EGF, Noggin, R-spondin 1 (ENR), DMBA, and TAM for 50 days in the absence (Vehicle) or presence of indicated inhibitor treatment. (**H**) Dissociated cells in Matrigel (500,000 cells/100 μL) were injected s.c. into NOD-SCID mice. In vivo tumor formed 45 days later (For those without tumor formation, observation was extended for up to 3 months, *n* = 8). ***, *p* < 0.0001 as determined with one-way ANOVA.

**Figure 6:**
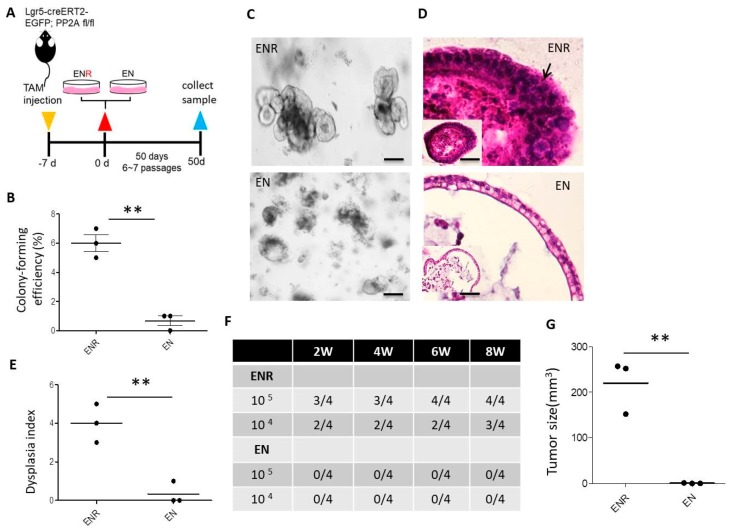
R-spondin 1 drives Wnt-dependent dysplasia and oncogenic transformation in the intestinal organoid culture. In vitro culture of *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoids (500 single cells/well) treated with DMBA and tamoxifen (TAM) in the presence of EGF, Noggin, and with (ENR) or without R-spondin-1 (EN). (**A**) Schematic illustration of the experimental design. (**B**) Colony (organoid)-forming efficiency at day 7. At least 100 organoids were counted in each group. (**C**) Bright-field images at day 50. Scale bar, 100 μm. (**D**) H&E staining and histologic characterization of cystic stratified epithelium with nuclear pleomorphism (arrow). Scale bar, 50 μm. (**E**) Dysplasia index at day 50 (experiment was repeated twice with *n* = 3 microscopic fields containing viable organoids). (**F**) Incidence of tumor formation at indicated time periods, and (**G**) tumor size in NOD-SCID mice after s.c. injection 45 days later of indicated cell numbers from 50-day organoid. **, *p* < 0.01 as determined with Student’s *t*-test.

**Figure 7:**
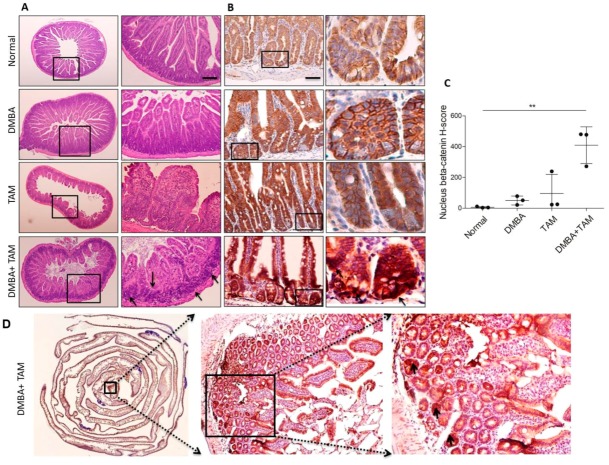
Combination of DMBA treatment with PP2A deficient in Lgr5^+^ drives intestinal neoplasia in both the small intestine and colon. (**A**) H&E staining and (**B**) Beta-catenin IHC were performed on the serial sections. Multiple beta-catenin^high^ adenomas were observed throughout the colon 36 days after induction. (**C**) Quantitative analysis of nucleus beta-catenin H-score from (**B**). (**D**) High level expression of beta-catenin was apparent in the transformed stem cell compartment (Peyer’s patches are stained blue). Multiple beta-catenin^high^ transformed cells were observed throughout the intestinal 36 day after induction (magnified at right panel, denoted by arrows). Original magnifications: (**A**) left, 4×; (**A**) right, 10×; (**B**) left, 20×; (**B**) right, 40×; (**D**) center, 20×; (**D**) right, 40×; Scale bar, 100 μm. **, *p* < 0.01 as determined with one-way ANOVA.

**Figure 8:**
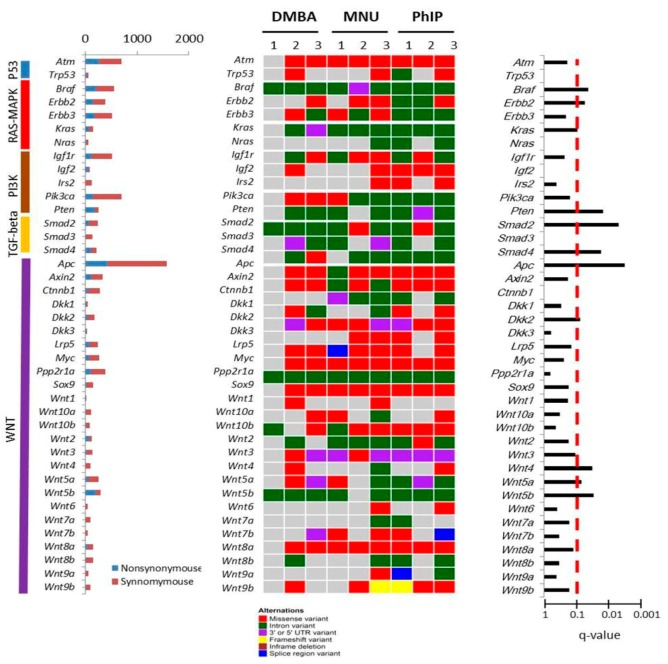
Landscape of somatic mutant genes in three carcinogen treated organoid cultures. Data matrix shows number of somatic mutant genes in each carcinogen treated organoid cultures and were classified according to their pathway. Somatic mutations are presented according to the type of mutation (missense variant, intron variant, 3′ or 5′ prime UTR variant, frameshift variant, inframe deletion, or splice region variant) On the left, the total number of mutations of each gene within all three groups is shown with a bar plot, while the q-value of each significantly mutated gene is shown on the right.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/1/90/s1, Figure S1: Screening strategy for phosphatase hub gene in TCGA-COAD data set, Figure S2: DMBA and PP2A deficiency did not induce dysplasia and oncogenic transformation in *Villin-Cre; Ppp2r1a^flox/flox^* intestinal organoid culture, Figure S3: Serine/threonine phosphorylation protein array screening in individual organoid groups, Figure S4: Combination of MNU or PhIP and TAM induces dysplasia and oncogenic transformation in *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoid culture, Figure S5: Ingenuity pathway analysis (IPA) to identify significant canonical pathways and interactome in three carcinogens induced oncogenic transformation in *Lgr5-EGFP-CreERT2; Ppp2r1a^flox/flox^* intestinal organoids.

How the deposited data were processed for this re-analysis (not part of the article)

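RNA-seq data of intestinal organoids from Lgr5-driven Cre mice with floxed *Ppp2r1a* were analysed. There were 10 libraries from cultures of 50 days, with 2 each for control, DMBA, TAM short, TAM long and DMBA+TAM, and the treatment came from the protocol in each sample's label. What short and long mean is not stated in the paper. The authors mapped reads with TopHat, counted reads on exons of each gene with HTSeq and computed FPKM, and a single table holds counts and FPKM of all libraries with adjusted p-values of the authors' own comparisons. Its fold change columns could not be read as numbers and were not used here. Exome sequencing, western blots, flow cytometry, tumor growth and the data of patients were not analysed here.

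The table has 47074 lines, of which 5 are parts of split lines without counts, leaving 47069 genes. Of these, 20677 had no count in any library and 26392 had at least 1. The total used to compute FPKM equals the sum of the counts of the library. Gene IDs were matched to GENCODE M21 on GRCm38, 98.77% of them with success, and 99.87% of the matched genes overlapped the listed position. DMBA+TAM libraries held 5.65 times fewer counts than the median of the other 8 (9915803), so genes of low level are measured least precisely there. Across genes, replicates correlated with r from 0.937 to 0.993 on log2 FPKM.

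Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr with the groups, TMM scaling (factors from 0.832 to 1.192), a quasi-likelihood fit with a mean for each of 5 groups, and Benjamini-Hochberg adjustment over all 16179 genes with a threshold of 0.05. DMBA+TAM was compared with each other group, DMBA, TAM long and TAM short with control, and the interaction of DMBA and TAM long was tested. Normalized CPM uses the TMM totals, and a fold against a group whose libraries all have 3 counts or fewer was computed against 3 counts and is a lower bound. The alternatives were DESeq2 1.42.0, scaling by library size only, no filter on low counts, only the samples of the groups compared, the replicate number as a block, an absolute log2 fold change of at least 1, and limma 3.58.1 with a trend on log2(FPKM + 1) or log2(FPKM + 0.1). Each library of a comparison was also left out in turn; this leaves a group of 1 library, so only directions and fold changes were read from it. Counts thinned to the smallest library total (1592366) and the 349 genes annotated to the Wnt signaling pathway were added as alternatives after the data were seen.

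Gene sets were tested by fgsea 1.28.0 on the signal-to-noise metric, with 10000 permutations for its simple estimate, and by camera and fry of limma. In all, 25 gene lists were written before any value was seen: those of Fig. 4B, the Wnt set and Wnt targets, and markers of intestinal stem cells, epithelium, enterocytes, fibroblasts, smooth muscle, endothelium, immune cells, proliferation, ERK targets, aryl hydrocarbon receptor targets, fetal-like epithelium, sex and PP2A subunits. After that, 13 lists were added: macrophages, fat cells, skeletal muscle, plasma cells, T cells, enteric neurons, small intestine and colon, written before their genes were looked at, and 5 lists of genes already seen (fat cell genes, segment genes, genes high in a single library, hemoglobin and immunoglobulin). All lists except those of Fig. 4B come from general knowledge. *Prac1* of the colon list is missing from the table. Named genes are those the paper names or shows, *Ppp2r1a*, the genes of the lists, and the 5 largest rises and 5 largest falls among genes with a mean of at least 50 counts whose DMBA+TAM values lie beyond both control values; some of these falls are not reported here.

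The steps, apart from the signal-to-noise ranking, were tested on simulated data with 200 genes changed 4-fold. edgeR recovered 92% of them with 6.1% false calls, DESeq2 90.5% with 10%, and limma 96% with 15.4%; with no gene changed, edgeR made 0 calls between DMBA and control, and 0 of 15515 unchanged genes were called higher in DMBA+TAM against all 4 other groups. A planted set had a camera p of 1.53e-13 and an enrichment score of 2.9, and 2 of 100 null sets passed for each method. Genes were ranked there by the signed square root of edgeR's F statistic. Each simulated gene was drawn independently with a dispersion of 0.05, and 200 genes changed, against 10396 called between DMBA+TAM and control. False calls with correlated genes, unequal spread or so many changes were therefore not tested. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.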

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

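Of the 14 tests of explanations in this part, 5 were written down before their genes were looked at: connective tissue cells, depth for plasma and T cell genes, gut segment, skeletal muscle and cells of the gut wall. The other 9 were chosen only after the result was seen. All lists here are compared between DMBA+TAM and control unless another pair is named, and each is a list of marker genes that other cells may also transcribe.

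Epithelial genes were nearly absent from both DMBA+TAM libraries, which the paper does not report. All 14 genes of the epithelial list were lower than in control (median log2 fold change -9.14, or -7.9 with 8 genes at their bound; camera p of 2.55e-09), and all 14 were also lower than in DMBA, TAM long and TAM short. The 10 enterocyte genes were lower too (-15.37, or -10.79 with bounds), but all 10 were also lower than control in DMBA and TAM long (-11.1 and -10.59). Against DMBA, 4 were lower in DMBA+TAM and 2 higher (median -5.33), and against TAM long 4 and 1 (-6.79). In these pairs 4 and 3 genes were too low in both groups to be compared. Against TAM short 9 were lower (-11.9). That list thus does not clearly set DMBA+TAM apart from DMBA and TAM long. The most abundant epithelial gene, *Krt8*, had 5490 ± 62.2 normalized CPM in control and 9.53 ± 2.91 in DMBA+TAM, and *Vil1* was at least 2700-fold lower. Lower sequencing depth does not explain this: with counts thinned to the smallest total, 14 of 14 were still past the threshold. Nor does TMM scaling, since the median with bounds was -7.41 with library size only. A loss of epithelium from an otherwise equal mixture would raise the share of the other cells of control, and plasma cell genes instead fell (median with bounds -3.04).

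Genes of connective tissue were high in the same libraries. All 12 fibroblast genes were higher (median 4.88, camera p of 5.72e-09); *Col3a1* rose from 526 ± 50.3 to 13500 ± 89.9 normalized CPM, and *Col1a1* from 210 ± 29.0 to 7920 ± 542. Of 6 endothelial genes, 5 were higher over all genes and 6 when adjusted over the list alone (median 2.69, camera p of 0.000703), with *Pecam1* rising from 22.8 ± 3.65 to 219 ± 1.23. A mesenchymal change of epithelial cells alone does not explain a median of 2.69 for endothelial genes. A candidate explanation is that the DMBA+TAM libraries hold connective tissue cells of several kinds: of 13 macrophage and fat cell genes not looked at before, 12 were higher. *C1qa* rose from 55.7 ± 4.71 to 1040 ± 31.2, and *Car3* from 16.4 ± 18.9 to 1600 ± 235. The macrophage list had a median of 4.56 (6 of 6 higher, camera p of 1.27e-05) and the fat cell list 6.27 (6 of 7, camera p of 0.00177). Of the 12 fibroblast genes, 2 stand in the EMT list of Fig. 4B, and the fibroblast genes are also those that a mesenchymal change would raise. How such cells came into the libraries was not tested: growth of cells other than Lgr5+ cells, an exchange of samples, and a mesenchymal change of epithelial cells beside other cells remain open.

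Plasma cell and T cell genes were lower in DMBA+TAM, 4 of 4 in each list (median -8.19, or -3.04 with bounds, camera p of 0.0184; and -5.79, or -2.66 with bounds, camera p of 0.0165). *Trbc2* fell from 10.4 to 1.05 normalized CPM, and *Cd3g*, at 12.5 ± 0.721 in control, had no counts in DMBA+TAM. *Igha*, an immunoglobulin gene seen first and outside these lists, fell from 2150 ± 203 to 3.6 ± 0.12. Depth does not explain the fall of the listed genes, as 6 of the 8 were lower and past the threshold after thinning. A candidate explanation of these genes in the other 8 libraries is that cells of the gut wall were present there. Of plasma cell and enteric neuron genes not looked at before, 10 of 10 were above 3 counts in all 8. The 4 plasma cell genes restate the pattern, so only the 6 enteric neuron genes bear on this explanation, and 3 counts is a low bar.

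DMBA and TAM long part from control and TAM short. DMBA differed from control in 7735 genes and TAM long from TAM short in 6835; 5010 were shared, 4908 of them (98%) in the same direction, and the log2 fold changes correlated with r = 0.77 across genes. TAM long differed from DMBA in 437 genes. Of 17 genes of gut segments, 14 tested as they would if DMBA came from a more distal segment than control: 10 of 10 small intestine genes lower and 4 of 5 testable colon genes higher. *Apob*, the most abundant of the former, had 3910 ± 24.8 normalized CPM in control and 17.0 ± 10.2 in DMBA, and *Hoxa10* of the latter 0 and 45.9 ± 12.7. Among genes seen first, *Gata4* had 144 ± 11.9 and 1.17 ± 1.5, and *Hoxa13* had 0 and 45.4 ± 7.81. A difference in gut segment between the libraries is thus a candidate explanation that fits (14 of 17). Depth differed little between these groups (10291026 and 9994298 counts in control, 10020336 and 9159327 in DMBA). Thinning, which left 4871 genes past the threshold, was therefore no test of depth as a cause of the split. An effect of tamoxifen or DMBA treatment would have to bring DMBA and TAM long within 437 genes of each other and to part TAM long from TAM short, both labelled tamoxifen. It cannot be told apart from the segment because each group has 1 treatment and what short and long mean is not stated. The library names hold an S for control and TAM short and an L for DMBA and TAM long. These letters could stand for small and large intestine, and the segment genes split the libraries the same way. The 2 S groups also differed: 6 of 10 small intestine genes were lower in TAM short than in control (median -1.15, against -6.97 in DMBA). Of 5 testable colon genes, 0 were higher in TAM short. The authors' own deposited comparisons set TAM short against control and TAM long against DMBA. An exchange of labels would give the same picture and was not tested. If segment and treatment are mixed, the comparisons of DMBA and TAM long with control do not isolate a treatment.

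TAM short differed from control in 2317 genes, a comparison the paper does not describe. *Fabp6*, a gene of the distal small intestine, had 1.53 ± 1.82 normalized CPM in control and 8390 ± 789 in TAM short. The change with DMBA differed between cultures with and without tamoxifen (TAM long) in 7792 genes, 3500 higher and 4292 lower. With control and DMBA differing in segment genes, this interaction need not reflect the treatments, and the cause was not tested.

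*Ppp2r1a* was not lower in DMBA+TAM than in control, with a log2 fold change of 0.06. A deletion limited to part of the cells or of the exons could give this value of 0.06, and it cannot be told apart from an absence of deletion. With library size only the value was 0.55. DMBA+TAM was lower than TAM long (-0.31, adjusted p = 0.0403 from edgeR). This small difference may depend on scaling, since the median gene against TAM long was at -0.14 with TMM and 0.02 with library size only.

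The Wnt set was higher in DMBA+TAM while the Wnt target list was not past the threshold (camera p of 0.235), so the list gives no sign of a rise. Its direction was down, with a fry p of 5.72e-05 and 6 genes lower against 3 higher, but 3 against 3 with library size only, so a fall, no common change and a rise of part of the targets cannot be told apart; 6 of the 16 target genes stand in another list. *Igfbp4*, *Wnt5a* and *Cthrc1* alone do not carry the result, as the enrichment score was 1.63 without them. Whether the other genes of the set come from connective tissue cells was not tested. Nor was it tested whether the target genes fell with the epithelial genes.

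Of the DMBA+TAM libraries, only replicate 2 was high in skeletal muscle genes: of 6 genes not looked at before, 5 were above 3 counts and higher there. *Myh4* had 7004 counts in replicate 2 and 2 in replicate 1, and *Acta1*, seen first, 4740 and 1. A candidate explanation is reads of skeletal muscle in 1 library, for which 5 of 6 genes fit. The camera p of the list was 0.183.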

How the results depend on the processing

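The alternatives were chosen before the data were examined, except thinned counts and the annotated Wnt genes, which were chosen only after the results were seen. TMM scaling puts the median gene of DMBA+TAM at a log2 fold change of -0.17 against control and library size only at 0.31, so splits into higher and lower genes move with it.

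Over 9 alternatives the count of genes between DMBA+TAM and control ran from 7817 to 10692, against DMBA from 6227 to 9357, against TAM long from 6295 to 9331 and against TAM short from 7574 to 10476. The share higher moved from 45.1% to 62.4% against control with library size only, and from 46.4% to 61.4% against TAM short. DMBA against control gave 4395 genes with an absolute log2 fold change of at least 1 and 4871 with thinned counts, in place of 7735, and its share higher moved from 51.2% to 71.1% with library size only. TAM long against control gave 4221 and 4518 in place of 7444, and its share higher of 50.5% became 72% with library size only. TAM short against control gave 4317 with only the samples of the groups compared, 1172 with a log2 fold change of at least 1 and 1231 with thinned counts, in place of 2317, and its share higher of 45.5% became 58.6% with library size only. With the replicate number as a block, DMBA+TAM against control gave 10219 genes; of 10 pairs of groups, 1 had deviations of equally numbered replicates that correlated above 0.1 (from -0.1 to 0.38 over all), so the numbers do not pair the samples.

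The Wnt enrichment score of 1.8 became 1.39 when genes were ranked by log2 fold change and 1.67 to 1.74 with each library left out, and was -0.81 for the Wnt target list and 1.85 for the annotated Wnt genes. The camera p of 0.00232 became 0.052 with estimated correlation and was 0.235 for the target list and 0.00393 for the annotated genes; fry, which tests against no change and not against other genes, gave 3.99e-06.

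Among the 60 results on named genes, most of them against control, reversed directions were confined to changes near 0. Outside these, *Rnase1* against TAM long turned from -1.98 to 1.04 with DESeq2, with at most 1 count in any library of either group. *Ppp2r1a* in DMBA+TAM against control was -0.01 with no filter, and -0.01 (without control replicate 1) to 0.06 with a library left out. It was past the threshold with library size only and with limma (0.54 and 0.55), and its adjusted p = 0.00413 at the lowest and 1 at the highest over the alternatives. *Lipe* against control turned to 0.27 with library size only and 0.23 and 0.24 with limma, and ran from -0.61 to 0.04 (without DMBA+TAM replicate 2) with a library left out. *Dll4* turned to 0.21, 0.19 and 0.22. *Ephb3* against DMBA became 0.06 with DESeq2, 0.17 with library size only, 0.16 and 0.17 with limma and 0.18 with thinned counts, and ran from -0.18 to 0.14 (without DMBA+TAM replicate 2) with a library left out.

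Of these 60 results, 469 values of other alternatives were computed: 445 same, 8 weaker, 4 stronger and 12 reversed. With a library left out, 204 values gave 177 same, 24 moved and 3 reversed, and 18 genes moved. The stem cell list had 5 genes higher against every group under each alternative run on it (a minimum log2 fold change was not), and the differentiated list had 14 to 18 genes lower than control. Directions of the epithelial, enterocyte, fibroblast, macrophage, fat cell, plasma cell, T cell, endothelial and proliferation lists held under DESeq2, library size only and limma.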

Differences from the paper's values

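The normalized enrichment score of the Wnt signaling set was 1.8 here; the paper's Fig. 5A gives about 1.6, read by eye, and the settings tried, except the target list, gave 1.39 to 1.85.

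The paper states that stem cell genes were higher in DMBA+TAM. *Ephb3* was not higher than in DMBA (log2 fold change -0.01) or TAM long (0.21), and no setting called it. The paper states that genes of differentiated cells were lower. Its text does not name tuft cells among its examples, and *Dclk1* is shown for these in Fig. 4B. *Lipe* was not lower than control (-0.23) and was higher than DMBA (2.65) and TAM long (3.64), *Lyz1* was higher than DMBA (3.27) and TAM long (3.41), *Dclk1* and *Selenom* were higher than control (3.01 and 1.32), and *Dll4* was not lower than control (-0.28). *Dclk1* was also higher than TAM long (0.54) and TAM short (3.13) and not lower than DMBA (0.4), *Dll4* was higher than TAM long (0.73) and not lower than DMBA or TAM short, and *Selenom* was higher than TAM short (0.62). *Lipe* was not lower than TAM short, *Dll1* was not past the threshold against DMBA (-0.74) and TAM long (-0.44), and *Cck* and *Neurod1* were not against DMBA. Fig. 4B, read by eye, also shows *Lipe*, *Dclk1* and *Dll4* as high in DMBA+TAM. *Nfat5*, high in Fig. 4B read by eye, was at 0.08, and library size only (0.58) and limma call it higher. *Mmp7* against DMBA and *Reg4* against TAM long were not past the threshold, and DESeq2 calls them lower (-4.81 and -4.38). *Rnase1* was not past the threshold against control, TAM long or TAM short, and against control the fit with no filter on low counts calls it lower (-5.75). *Steap1* of the EMT list was not past the threshold against TAM short.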

Other observations

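The lists here compare DMBA+TAM with control. The enteric neuron, small intestine and colon lists were added after other results and before their own genes were looked at, and the tests of genes seen first were chosen only after the result was seen; no explanation was tested here, and the cause was not tested.

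Proliferation genes were lower in DMBA+TAM than in control, 8 of 8 (median -1.76, camera p of 0.00142), with *Mki67* falling from 282 to 88.1 normalized CPM. They were also lower in DMBA and TAM long than in control, 8 of 8 in each (-1.29 and -1.41). DMBA+TAM was lower than DMBA in 3 (-0.25), than TAM long in 1 (-0.21) and than TAM short in all 8 (-1.29). Of 10 intestinal stem cell genes, 6 were lower and 1 higher (median -2.06, camera p of 0.00798), 2 higher with library size only, and *Olfm4* was at least 420-fold lower; 4 of these 10 stand in another list.

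Fetal-like genes were higher, 6 of 7 (median 2.66, camera p of 0.0015), with *Ly6a* rising from 111 to 707 normalized CPM and *Anxa1* from 12.7 to 522; in DMBA against control 6 were higher and 1 lower (2.62). Of 10 ERK targets, 7 were higher and 1 lower (median 2.08, camera p of 0.0103), or 8 and 0 with library size only, and in DMBA against control also 7 and 1 (0.84). Of 5 aryl hydrocarbon receptor targets, 1 was higher and 3 lower (camera p of 0.426), or 1 and 1 with library size only. Of 4 PP2A genes, 1 was higher and 1 lower, or 2 and 0 with library size only, with *Ppp2r1b* at 1.21 and *Ppp2ca* at -0.62. Of 5 sex genes, 1 was higher and 1 lower, or 2 and 0 with library size only.

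Of 6 immune genes, 4 were higher and 1 lower (median 3.53, camera p of 0.0674), or 4 and 2 with DESeq2. *Csf1r* rose from 22.1 to 420 ± 45.1 normalized CPM. Smooth muscle genes went both ways against control, 2 higher and 3 lower (median -1, camera p of 0.596): *Acta2* rose from 267 to 652 and *Myh11* fell from 960 to 45.9. Against DMBA and TAM long all 6 were lower (-3.72 and -3.86). Of 6 enteric neuron genes, 2 were higher and 3 lower, or 2 and 1 with library size only. All 10 small intestine genes were lower (median -12.56, or -9.53 with bounds), and of 5 testable colon genes 2 were higher and 1 lower.

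Among genes seen first and then tested, 4 of 4 fat cell genes were higher (median 6.36), 2 of 2 hemoglobin genes (4.32) and 0 of 2 immunoglobulin genes, which were both lower (-9.38, or -9.11 with bounds). Of 6 segment genes, 1 was higher and 2 lower, or 2 and 2 with library size only, and of 4 genes high in a single library, 1 and 1; *Hoxb13* had 29 and 1660 counts in the DMBA libraries. The largest rises in DMBA+TAM against control were *Myh4* (at least 4410-fold), *Col10a1* (3610), *Atp2a1* (1760), *Gzme* (568) and *Gm6900* (464), all lower bounds, and *Myh4* and *Atp2a1* rest on replicate 2 alone. Among the largest falls by fitted log2 fold change were *Sis* (at least 2870-fold), *Rbp2* (2140) and *Pla2g2a* (1600). These are also bounds, which do not rank the falls.

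The authors' deposited adjusted p-values were under 0.05 for 6838 genes between DMBA+TAM and control, 6791 of which (99.3%) were past the threshold here, and for 2791 genes between TAM short and control, 72.7% of which were.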
